A study of Homo sapiens with 21 samples. Its data were reported in "Functional screening reveals genetic dependencies and diverging cell cycle control in atypical teratoid rhabdoid tumors" (2024).

How the data were processed

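RNA was measured in 7 established human ATRT cell lines, each with 3 libraries lettered A, B and C in the labels, 21 libraries in all. Cells were untreated. CHLA02, CHLA04, CHLA05 and CHLA06 were cultured without serum, with B27, EGF and FGF, and CHLA266, BT12 and BT16 with fetal calf serum, per the labels.

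The authors enriched polyadenylated RNA, prepared strand-marking (directional) libraries and sequenced them as paired-end reads on a NovaSeq instrument. Reads were processed with megSAP and ngs-bits, aligned to GRCh38 with STAR 2.7.3a, as the submitters' processing notes and the study's methods state, and counted per gene with Subread. The annotation and the strand setting of the counting are not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart, and genes with near-identical copies (HLA class I genes, keratin and actin genes) carry uncertain values. The deposited table holds whole-number counts per gene and library, not normalized, in 60528 rows with 59020 distinct symbols. Rows sharing a symbol were kept apart. Total counts ran from 2.26e+07 to 2.7e+07 per library, so that 3 counts in a library corresponded to 0.111 to 0.133 CPM (counts scaled to a library total of 1e+06) before TMM scaling. Intervals and floors cover counting error only.

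Counts were analysed in R 4.3.3 with edgeR 4.0.16. filterByExpr with the line as group and its minimum count of 10 left 19933 rows, library sizes were scaled by TMM, and a quasi-likelihood model was fitted (glmQLFit, glmQLFTest). Standard errors of log2 fold changes were taken as the absolute log2 fold change over the square root of the F statistic. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. CPM values use the TMM-scaled totals. Against a group with 0 counts a fold is a lower bound, set against 3 counts over the group. With 1 to 3 counts the ratio is given with an exact Poisson 95% interval of the lower side.

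The following tests were fixed before the data were examined. Differences among the 7 lines were tested with all line coefficients together. A gene was assigned to a line where it exceeded each of the other 6 lines by a log2 fold change above 1 with the largest of the 6 p-values, adjusted over genes, under 0.05. CHLA06 was contrasted with BT16 in the fit of all 21 libraries. For comparisons between sets of lines, the counts of the 3 libraries of a line were summed, so that the replicate was the line: 3 SHH lines (CHLA02, CHLA04, CHLA05) against 4 TYR/MYC lines (CHLA06, CHLA266, BT12, BT16), 4 serum-free lines against 3 serum-grown lines, and 2 lines responding to AMBRA1 loss (CHLA06, CHLA266) against 2 not responding (BT12, BT16). The medium comes from the labels, and the subgroup and the AMBRA1 response from the study's text. The labels do not say whether the libraries of a line came from separate cultures, so p-values between libraries measure only the spread between these libraries, which may be technical.

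Gene lists (20, with 457 members, 3 of them without a row under that symbol) were written before the data were examined and tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01 and again with the correlation estimated. In fry, direction was tested beside it. Correlations among CDK4, CDK6, CCND1, CCND2 and CCND3 used the mean log2(CPM + 1) per line over 7 lines, with Pearson's r, Spearman's rho and an exact two-sided permutation test over all 5040 pairings, adjusted over 10 pairs of genes.

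Genes named in the text follow a rule also fixed beforehand. It took 32 genes, most of them named in the study's text. SMARCA2, MYCN, PDGFRB, CDKN2A and CDKN1A are not named there by gene symbol, although the proteins PDGFR β, p16 and p21 are. Per comparison it took the 6 genes with the largest positive and the 6 with the largest negative log2 fold change past the threshold. These had no overlap between the sides, at least 10 CPM on the higher side and a symbol that is not a clone name. Where no gene passed, it took the 3 smallest p-values in each direction. It also took the 4 members with the largest change of each list called, at 1 CPM or more, and the 3 leading genes of each line. Genes outside this rule are said to be chosen after their values were seen.

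The edgeR comparisons and the gene list test were tried on counts simulated from the means and depths of these libraries. In the comparisons between groups, 66 or 67 genes were changed at each fold, so the shares below rest on few genes. No recovery rates are given for the correlations or the alternative tools. For CHLA06 against BT16, with 19933 genes simulated, 46.3% of genes changed 1.5-fold were recovered, 91.0% of those changed 2-fold and 98.5% of those changed 4-fold. Among 19848 genes simulated for the subgroup comparison of line sums, 0% of genes changed 2-fold, 20.9% of those changed 8-fold and 86.4% of those changed 64-fold were recovered. The corresponding shares for the medium comparison, with as many genes, were 0%, 31.3% and 95.5%. For AMBRA1 responders against non-responders, with 19139 genes, they were 0%, 0% and 9.09%. In the test among all lines 159 of 200 changed genes were recovered, and for line-specific genes 34 of 34, each with 19933 genes simulated.

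Alternatives were another scaling (the median-of-ratios factors, RLE), no filter on low counts or a mean of at least 1 CPM, DESeq2 1.42.0, limma voom with the line as a random effect, the library letter as a block, covariates, and leaving out each library or each line. Positions of genes are from a GRCh38 RefSeq gene table, the build of the authors' alignment. Transcript length and GC content came from GENCODE transcripts and covered 82.8% of tested genes. The reference genome at hand is of another build and its coordinates were not used here.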

Results

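RNA was sequenced from 7 established human cell lines of atypical teratoid rhabdoid tumour (ATRT), a malignant embryonal brain tumour of young children marked by loss of SMARCB1, a core subunit of the SWI/SNF chromatin remodelling complex. Each line had 3 libraries of untreated cells, lettered A, B and C. The total count per library lay between 2.26e+07 (BT16 A) and 2.7e+07 (CHLA05 C). Libraries A and B of a line differed by a chi-square per gene of 1.66 in CHLA04 to 34.9 in CHLA05, more than sampling noise, and A and C by 21.2 in CHLA06 to 72.8 in CHLA04. In every line the share of counts from mitochondrial genes was lower in C than in A and B, for example 8.85%, 8.58% and 4.32% in BT12 A, B and C and 5.04%, 5.31% and 2.03% in CHLA266. Counts of genes were therefore also computed from A and B alone, a setting chosen after seeing the data.

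The first question was how the transcript levels of the SWI/SNF subunits and of the cell cycle genes studied functionally in these lines differ between them (mean CPM ± SD, n = 3 libraries per line). SMARCB1 (chromosome 22, 23786966 to 23838009) was lowest in CHLA266 at 0.618 ± 0.116 CPM and in CHLA02 at 1.12 ± 0.807 CPM, and highest in CHLA06 at 21.6 ± 5.22 CPM. The adjusted p among the 7 lines in edgeR's quasi-likelihood test was 7.3e-09. SMARCA4, the ATPase of the complex, ranged only 1.72-fold, from 252 ± 6.02 CPM in CHLA06 to 432 ± 16.8 CPM in BT16. SMARCA2, the alternative ATPase, stood at 231 ± 38.7 CPM in CHLA266 and between 33.0 and 50.9 CPM in CHLA02, CHLA04 and CHLA05, against 1.39 ± 0.309 CPM in CHLA06, 0.46 ± 0.181 CPM in BT12 and 0.352 ± 0.114 CPM in BT16.

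Among the D-type cyclins and their kinases, which drive phosphorylation of RB1 in G1, each gene followed a different order of lines (mean CPM ± SD, n = 3). CDK4 (chromosome 12, 57747727 to 57752310) ran from 87.6 ± 7.71 CPM in BT12 to 526 ± 54.5 CPM in CHLA02. CDK6 (chromosome 7, 92604921 to 92836573) was lowest in CHLA06 at 26.8 ± 4.87 CPM and highest in BT12 at 717 ± 122 CPM. CCND1 ran from 62.6 CPM in CHLA05 to 687 CPM in BT12, and CCND3 from 27.8 CPM in CHLA06 to 713 CPM in CHLA02. CCND2 (chromosome 12, 4273762 to 4305353) was at 146 ± 8.06 CPM in CHLA06 and 97.8 ± 3.18 CPM in CHLA04. It was at 15 ± 10.8 CPM in CHLA02, between 3.71 and 4.06 CPM in CHLA05, CHLA266 and BT12, and at 3 reads in all in BT16. All 5 genes differed among the lines, with adjusted p of 4.3e-08 or lower. Across the 7 lines CDK6 and CCND2 gave a Pearson r of -0.385 (exact permutation p = 0.387, adjusted 0.652) and a Spearman rho of -0.143 (exact permutation p = 0.783, adjusted 0.963). The r was 0.478 without CHLA06 and BT12, the lines farthest from the median of CDK6, 0.31 without CHLA06 alone and -0.335 without BT12 alone, so its sign rested on CHLA06. In libraries A and B alone it was -0.304. Of the 10 pairs, CDK4 with CCND3 had the smallest p (r = 0.712, exact permutation p = 0.0302, adjusted 0.302; rho = 0.857, p = 0.0238, adjusted 0.238; r = 0.762 without CHLA02 and BT12), and no pair passed after adjustment.

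**Figure D1:**
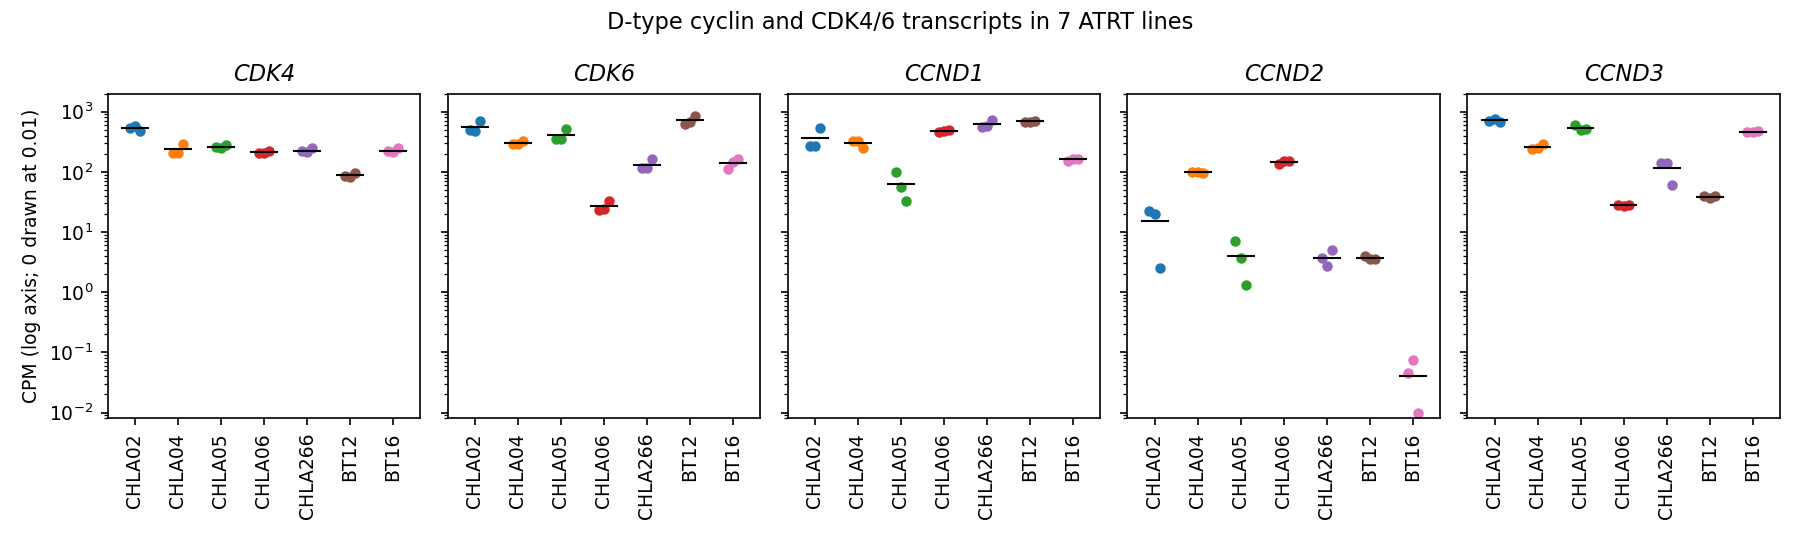
CPM (log axis) of 2 kinase genes (CDK4, CDK6) and 3 D-type cyclin genes in each library (points, A, B and C from left to right) with the mean per line (bars, n = 3); a library with 0 reads is drawn at 0.01. CDK6 is lowest in CHLA06 at 26.8 CPM, and CCND2 lies at 146 CPM in CHLA06 and near 0 in BT16.

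Other regulators of the cycle and of growth signalling also separated the lines. MYCN was at 169 ± 4.63 CPM in CHLA02, 140 ± 15.8 CPM in CHLA05 and 56.3 ± 1.83 CPM in CHLA04, and below 1 CPM in the other 4 lines. MYC, its paralogue, was lowest in CHLA05 at 5.71 ± 1.93 CPM and CHLA02 at 20.4 ± 8.79 CPM and highest in BT12 at 305 ± 5.17 CPM and BT16 at 286 ± 14.6 CPM. The growth factor receptor genes FGFR2 and EGFR were highest in CHLA06, at 572 ± 10.1 and 746 ± 89.9 CPM, and lowest in BT12 at 0.366 CPM and BT16 at 1.91 CPM, respectively. PDGFRB ran from 0.305 CPM in CHLA02 to 60 CPM in CHLA05. AMBRA1 (chromosome 11, 46396412 to 46594023), the receptor through which a cullin-RING ligase degrades D-type cyclins, was at 83.5 ± 7.79 CPM in BT16 and 78.8 ± 4.32 CPM in BT12 and between 34.3 and 51.7 CPM elsewhere. FBXW7, the receptor for cyclin E degradation, ran from 14.5 CPM in CHLA06 to 183 CPM in CHLA02. RB1 was at 260 ± 22.7 CPM in BT12 and between 77.2 and 128 CPM elsewhere. CDKN2A, which encodes a CDK4 and CDK6 inhibitor, ran from 6.95 CPM in CHLA06 to 74.7 CPM in BT16, and CDKN1A, another CDK inhibitor gene, from 145 CPM in BT16 to 556 CPM in BT12. Between the lowest and the highest line, RB1 ranged 3.36-fold and AMBRA1 2.44-fold, and other genes named in the study as follows: CCNE1 5.65-fold, CCNB1 4.63-fold, AURKB 4.37-fold, CCNE2 4.14-fold, MDM2 3.06-fold, MDM4 2.58-fold, CCNA2 2.56-fold, AURKA 2.55-fold, CDK1 2.46-fold and BRAF 2.07-fold, each with an adjusted p of 4.3e-05 or lower in edgeR. MITF, a melanocyte regulator, was at 134 ± 11.6 CPM in BT12 and at most 2.25 CPM elsewhere, and SOX10, of neural crest, was too low to be tested, with 0.0385 CPM in its highest line.

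Across the transcriptome, 19065 of 19933 genes tested (95.6%) differed among the lines, and 15816 of these had at least a 2-fold range. Genes higher in 1 line than in each of the other 6 numbered 4617, or 4901 in libraries A and B alone. BT12 had 1237 of them, CHLA266 906, CHLA06 744, BT16 545, CHLA02 435, CHLA04 387 and CHLA05 363. BT12 also had the lowest mean correlation of log2 CPM with the other lines, an r of 0.805 across genes. CHLA02 with CHLA05 (0.926) and CHLA04 with CHLA05 (0.909) had the highest values between lines. Next came CHLA04 with CHLA06 (0.898), an SHH and a TYR/MYC line, ahead of the SHH lines CHLA02 and CHLA04 (0.895). All lines of these pairs were serum-free, and genes are not independent replicates. The leading gene of CHLA02 was RPH3A, a synaptic vesicle protein gene, at 190 ± 27.9 CPM, ahead of NNAT and RXFP2. CHLA04 was led by POU3F4, a brain transcription factor, at 69 ± 1.5 CPM, with EFS and ACTG2, a smooth muscle actin gene with close paralogues. In CHLA05 the leading genes were IL13RA2, an interleukin 13 receptor, at 107 ± 18 CPM, COL11A1, a fibrillar collagen, at 3239 ± 500 CPM, and FEZF1, a forebrain regulator. CR2, a complement receptor, led in CHLA06 at 25.6 ± 1.88 CPM, with PRG4, the joint lubricant proteoglycan, and DIRAS3, an imprinted GTPase gene. CRYBB1, a lens crystallin, led in CHLA266 at 21.7 ± 3.61 CPM, with the receptor gene GPR34 at 112 ± 13.4 CPM. BT12 was led by GPRC5A, a retinoic acid-induced receptor, at 1821 ± 107 CPM, with the long noncoding RNA GACAT2 and the epithelial gene TRIM29. BT16 was led by TENM2, a synaptic adhesion gene, at 188 ± 21.5 CPM, with SOSTDC1, a secreted BMP and WNT antagonist, and PLBD1. Each of these genes was at most 4.65 CPM in the other 6 lines (COL11A1 in CHLA02).

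CHLA06 and BT16 are the lines in which the study contrasted dependency on CDK4 and on CDK6, and they were compared directly (n = 3 libraries each; log2 fold changes ± SE are CHLA06 over BT16). CHLA06 was cultured without serum, with B27, EGF and FGF, and BT16 with fetal calf serum. Differences of line and of medium therefore cannot be separated in any gene or list of this comparison. CDK4 did not differ detectably, at 212 ± 10.2 against 225 ± 17.5 CPM (log2 fold change -0.09 ± 0.12, adjusted p = 0.54). CDK6 was lower in CHLA06 by a log2 fold change of -2.40 ± 0.21 (adjusted p = 7.4e-09) and CCND3 by -4.06 ± 0.23 (adjusted p = 1.3e-11). CCND1 was higher by 1.56 ± 0.29, and CCND2 was 3671-fold higher over the 3 reads of BT16 (95% interval 1256 to 17799). EGFR (8.60 ± 0.41) and FGFR2 (6.26 ± 0.30) were higher in CHLA06, while CDKN2A (-3.42 ± 0.14), AMBRA1 (-1.08 ± 0.08), MYC (-1.05 ± 0.22) and FBXW7 (-1.04 ± 0.11) were lower.

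In all, 12618 genes passed, 6313 higher and 6305 lower in CHLA06, and 7472 of them differed at least 2-fold. DESeq2 called 12621 (6791 higher and 5830 lower), and libraries A and B alone 13402 (6990 and 6412). With RLE scaling 12540 passed (6729 and 5811), so the split between higher and lower genes varied with the setting. The largest increases by fitted log2 fold change were in genes with 0 reads in BT16, where the fold is only a lower bound. Some genes with reads in BT16 had measured folds above several of these bounds. Examples are COL3A1 (5022-fold) and COL5A2 (4267-fold), chosen after their values were seen. IGFL3, an IGF-like secreted factor gene (chromosome 19, 46120067 to 46124688), was at 408 ± 6.46 CPM and at least 10071-fold higher in CHLA06. It was followed by the tetraspanin TSPAN8 (204 CPM, at least 5022-fold) and the monooxygenase FMO1 (185 CPM, at least 4570-fold). Next were the melanosomal enzyme TYRP1 (113 CPM, at least 2787-fold), the potassium channel KCNQ5 (111 CPM, at least 2742-fold) and TMEM200C (81.8 CPM, at least 2016-fold). In the other direction, CSF2RA, a cytokine receptor, and the noncoding RNA UCA1 had 0 reads in CHLA06 and were at least 800-fold and at least 670-fold lower there. PNOC, the nociceptin precursor, was at 227 ± 15.6 CPM in BT16 against 2 reads (ratio 8846, 95% interval 2449 to 73043). SOSTDC1 was at 203 ± 24.7 CPM against 2 reads (ratio 7849, 2173 to 64816), and the matrix gene ASPN at 114 ± 16.9 CPM against 1 read (ratio 8827, 1584 to 348663). DPYD, which degrades pyrimidines, was at 320 ± 37.9 CPM in BT16 and 0.0518 CPM in CHLA06.

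Of the 20 gene lists, 6 were called between CHLA06 and BT16 by camera with its preset correlation. Interferon response genes were higher in CHLA06 (20 of 26 higher, 1 lower; adjusted p = 3.4e-04), with IFI44L (7.82 ± 0.45), IFI44 (7.57 ± 0.51) and HLA-C (7.71 ± 0.22), a polymorphic class I gene with close paralogues, while BST2, which tethers virions, was lower (-8.44 ± 0.51). BMP signaling genes were higher (15 higher and 5 lower of 21; adjusted p = 0.00703; median log2 fold change 2.17, or 1.96 with genes of 3 or fewer reads at their bound), with the ligand BMP4 at 10.13 ± 0.80, the antagonist NOG at 6.13 ± 0.61, ID4, a BMP target, at 5.10 ± 0.17, and the receptor BMPR1B at 2.80 CPM against 2 reads (ratio 112, 95% interval 31.0 to 925). Cholesterol and fatty acid synthesis genes were higher (17 higher and 2 lower of 25; adjusted p = 0.00204), among them SQLE (2.35 ± 0.17) and MSMO1 (2.33 ± 0.15), both enzymes of the sterol pathway. G2/M phase mediators were lower in CHLA06 (23 of 25 lower, 1 higher; adjusted p = 3.4e-04), with the mitotic genes PBK (-1.63 ± 0.21), ECT2 (-1.57 ± 0.22), AURKB (-1.36 ± 0.18) and CDC25B (-1.35 ± 0.14); the exception was CDK1 at 0.69 ± 0.17. S phase and DNA replication genes were lower (22 of 26 lower, 0 higher; adjusted p = 4.6e-04), with CDT1 (-1.94 ± 0.18), PRIM1 (-1.89 ± 0.21), RFC3 (-1.57 ± 0.15) and ORC1 (-1.44 ± 0.23). Stress and hypoxia genes were lower (15 lower and 5 higher of 23; adjusted p = 0.0338), with ATF3 (-5.33 ± 0.54), TRIB3 (-3.39 ± 0.39), ASNS (-2.28 ± 0.52) and CHAC1 (-2.14 ± 0.66) of the amino acid stress response. Counts adjusted over the list alone were identical for these lists except interferon response, with 21 higher. With an estimated correlation none of the 6 passed (adjusted p = 0.739 for each). All 6 passed in fry (adjusted p = 8.3e-09 to 0.00109). So did most lists that camera did not call, among them mesenchymal and extracellular matrix genes (fry adjusted p = 9.8e-06) and glial genes (5.9e-05). SWI/SNF subunits (0.669) and neural crest genes (0.944) were among those that did not. Passing fry therefore did not set the 6 lists apart.

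**Figure D2:**
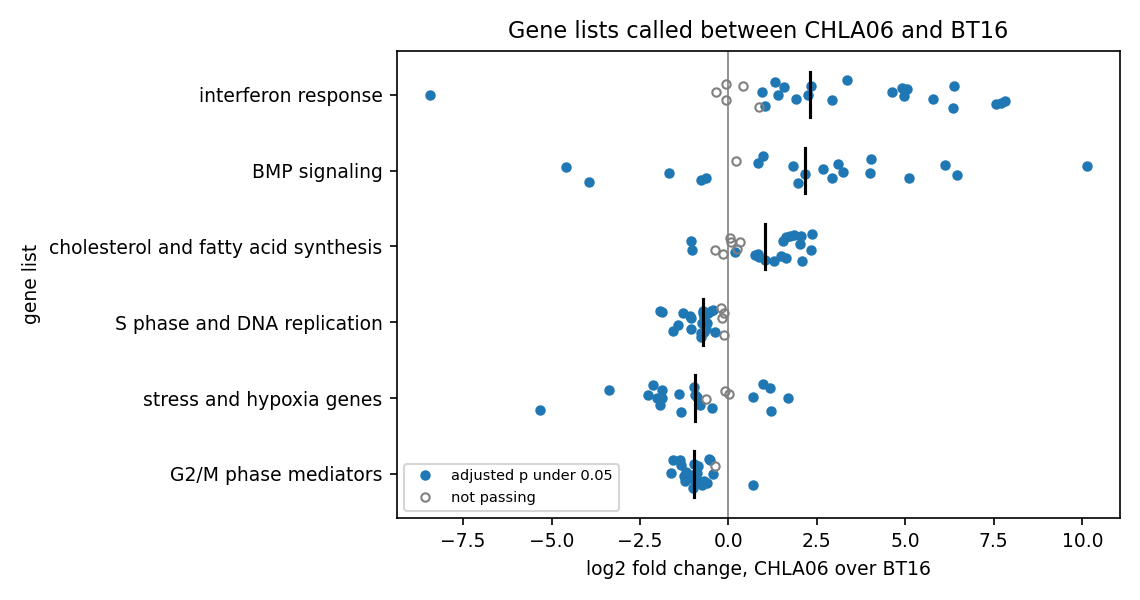
Log2 fold change of CHLA06 over BT16 for each tested member (points; filled where the adjusted p is under 0.05) of the 6 called gene lists, with the median of each list as a vertical bar. G2/M and S phase members lie mostly below 0, and interferon, BMP and cholesterol members mostly above it.

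None of the other 14 lists was called between CHLA06 and BT16, and not all of them are given here. Mesenchymal and extracellular matrix genes had 20 of 28 higher and 8 lower (camera adjusted p = 0.0813), HOX genes 15 higher and 7 lower of 31, serum response and YAP target genes 11 and 7 of 22, sonic hedgehog and Notch signaling genes 10 and 7 of 24, and receptor tyrosine kinases 9 and 11 of 25. SWI/SNF subunits had 8 higher and 9 lower of 26, neural progenitor and neuronal genes 8 and 6 of 25, and genes of the G1 phase cyclin-CDK-RB axis 5 and 12 of 25. Neural crest genes had 3 higher and 5 lower of 11, epithelial genes 3 and 4 of 10, glial genes 3 and 3 of 11, melanosomal genes 3 and 2 of 9, and blood and endothelial cell genes 3 and 2 of 8. The camera adjusted p of the 14 lists ran from 0.0813 to 0.991.

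The study assigned the lines to the SHH and TYR/MYC subgroups of ATRT from an integrated molecular profile of the same lines, so a subgroup difference here is not independent evidence of that assignment. With the line as the replicate (3 against 4), 10 genes passed, all of them higher in the SHH lines. PTN (chromosome 7, 137227341 to 137343733), a secreted neurite growth factor, was at 849 ± 46.9 CPM in the SHH lines and 0.923 ± 0.464 CPM in the TYR/MYC lines (log2 fold change 9.81 ± 0.55, adjusted p = 0.00641). HAPLN1, a matrix link protein, had a log2 fold change of 9.78 ± 0.74, ILDR2 one of 9.58 ± 0.90, MLC1, an astrocyte membrane protein, 9.40 ± 0.56, and GADD45G, a growth arrest gene, 8.94 ± 0.75. DLL1, a Notch ligand (chromosome 6, 170282206 to 170291078), was at 248 ± 63.7 against 0.861 ± 0.373 CPM (8.14 ± 0.49, adjusted p = 0.00641). The other 4 were named after their values were seen. They were LINC00461 (9.52 ± 0.68), PLA2G3 (6.35 ± 0.56), PRDM16, a transcription regulator (3.50 ± 0.27), and its divergent transcript PRDM16-DT (4.57 ± 0.40). LINC00461 had a larger fold than MLC1, GADD45G and DLL1. By the naming rule as worded it would have been among the 6 genes and DLL1 would not. MYCN, at 122 ± 58.4 against 0.276 ± 0.373 CPM, did not pass (adjusted p = 0.194), although it was higher in 3 of 3 SHH lines than in any TYR/MYC line.

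**Figure D3:**
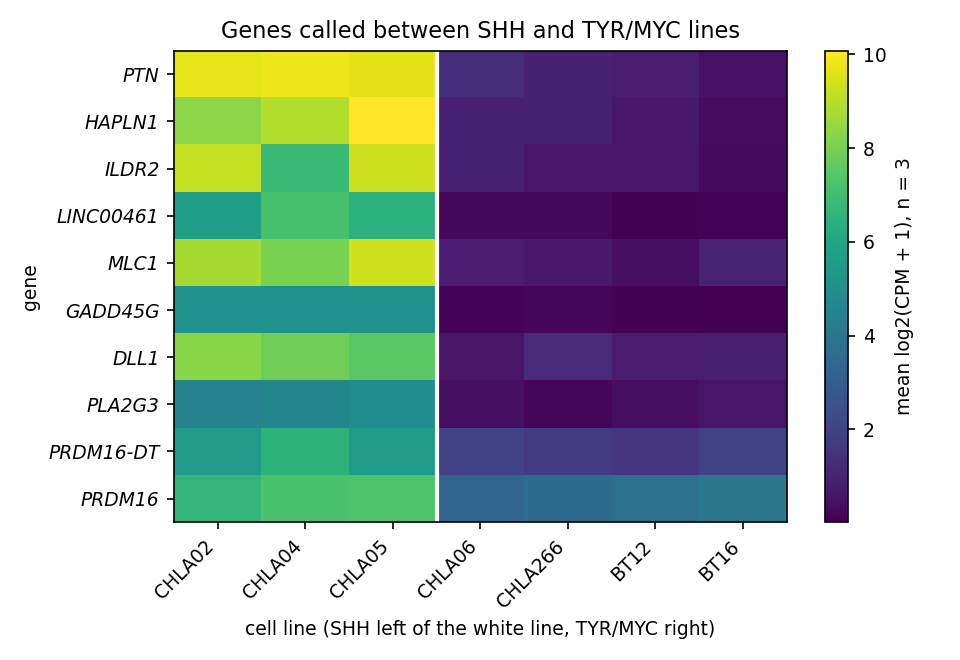
Mean log2(CPM + 1) over 3 libraries (colour) of the 10 genes passing between the subgroups (down the side) in each of the 7 cell lines (across). PTN lies between 810 and 901 CPM in the 3 SHH lines, left of the white line, and at most 1.55 CPM in the TYR/MYC lines.

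Between the subgroups 8 lists were called. Sonic hedgehog and Notch signaling genes were higher in the SHH lines (camera adjusted p = 3.7e-09), with 1 of 24 members passing over all genes (DLL1) and 7 adjusted over the list alone. Among those 7 were DLL3 at 560 against 5.36 CPM and HES6 at 1399 against 11.2 CPM, named after their values were seen. Neural progenitor and neuronal genes (21 tested, adjusted p = 1.6e-05), glial genes (11, adjusted p = 0.0202), G2/M phase mediators (25, adjusted p = 0.0168) and the G1 phase cyclin-CDK-RB axis (25, adjusted p = 0.0399) were called higher. Serum response and YAP target genes (22, adjusted p = 0.0459) and epithelial genes (10, adjusted p = 0.0399) were called lower. None of these 6 lists had a member passing over all genes; adjusted over the list alone 1 neural and 3 glial genes passed. Mesenchymal and extracellular matrix genes were called higher (adjusted p = 0.00924) although their median log2 fold change was -0.44 and their mean 0.07. With an estimated correlation none of the 8 passed (adjusted p = 0.228 to 0.708). In fry only sonic hedgehog and Notch signaling genes passed (adjusted p = 0.0206), and the adjusted p of the remaining called lists was 0.0625 to 0.562.

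At an unadjusted p under 0.05 the subgroup test had 2013 genes. DESeq2 on the same line sums called 954 genes, 590 higher and 364 lower in the SHH lines, and limma with the line as a random effect 308, 245 higher and 63 lower. In edgeR 0 passed with the medium as a covariate, 0 without BT12, 2 without CHLA06 and 4 without CHLA05. Without BT16 30 passed (28 higher and 2 lower), without library C of BT16 16, and in A and B alone 15. With the covariate the median log2 fold change of the 10 genes was 8.96, against 9.17 without it. Their median standard error was 1.14, against 0.56.

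Culture medium splits the same 7 lines differently from the subgroup only in CHLA06, which is serum-free and TYR/MYC. Serum-free lines were compared with serum-grown lines (4 against 3 lines, mean CPM ± SD over lines), and no gene passed in edgeR. The smallest p-values among higher genes belonged to GRAMD1B, a sterol transporter (23.5 ± 6.41 against 0.21 ± 0.0868 CPM, adjusted p = 0.0846), PLXNC1, a semaphorin receptor (34.5 ± 19.4 against 0.332 ± 0.176 CPM, adjusted p = 0.252), and PRRT2, a presynaptic protein gene (53.3 ± 11.6 against 3.25 ± 1.56 CPM, adjusted p = 0.252). Among lower genes they belonged to UPK3B, a uroplakin (0.276 ± 0.121 against 104 ± 68.9 CPM, adjusted p = 0.0846), TNFRSF10D, a TRAIL decoy receptor (0.158 ± 0.0864 against 71.6 ± 52.9 CPM, adjusted p = 0.252), and SLC39A14, a zinc and iron transporter (110 ± 19.3 against 389 ± 107 CPM, adjusted p = 0.284). Each of these 6 genes separated 4 of 4 from 3 of 3 lines, and all missed the threshold. Beside the 0 genes called, 2853 had an unadjusted p under 0.05, DESeq2 called 1714, limma with the line as a random effect 152, and edgeR without CHLA06 2. Without CHLA06 the lines split alike by medium and by subgroup. These 2 genes are thus the same result as in the subgroup comparison without CHLA06, and medium and subgroup cannot be separated there.

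Between the media 5 lists were called: sonic hedgehog and Notch signaling (24 members tested, median log2 fold change 1.77, camera adjusted p = 0.00109), mesenchymal and extracellular matrix genes (27, 1.82, adjusted p = 0.00109), neural progenitor and neuronal genes (21, 2.23, adjusted p = 0.0352) and HOX genes (20, 1.91, adjusted p = 0.0346) as higher in the serum-free lines. Stress and hypoxia genes (23, -0.85, adjusted p = 0.00246) were called lower. The mean log2 fold change of HOX genes was -0.33, of the opposite sign to their median. No member passed over all genes, and adjusted over the list alone 7 mesenchymal and 0 HOX, 0 neural and 0 hedgehog genes were higher and 1 stress gene lower. With an estimated correlation none passed (adjusted p = 0.583 to 0.649). None of the 5 passed in fry (adjusted p = 0.27 to 0.441).

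The study described CHLA06 and CHLA266 as responding to loss of AMBRA1 and BT12 and BT16 as not responding, and the baseline transcriptomes of these lines were compared (2 against 2 lines, mean CPM ± SD over lines). AMBRA1 itself was at 45.6 ± 8.66 CPM in responders and 81.2 ± 3.35 CPM in non-responders (log2 fold change -0.82 ± 0.34, adjusted p = 0.794 in edgeR). G2/M phase mediators had a median log2 fold change of 0.09 over 25 members, with 0 passing (camera adjusted p = 0.827). AURKA was at 63.3 ± 39.1 against 78.7 ± 17.2 CPM and AURKB at 45.5 ± 40.4 against 35.2 ± 11.8 CPM. The responders lay far apart in both genes. Of all lines, CHLA06 was lowest (AURKA 35.7 CPM, AURKB 16.9 CPM) and CHLA266 highest (91.0 and 74.1 CPM), so the responder means describe neither line. Baseline RNA does not test the changes in aurora kinase protein that the study reported after loss of AMBRA1. No gene passed. The smallest p-values belonged to the RNA-binding protein gene IGF2BP1 (315 ± 57.9 against 1.17 ± 0.165 CPM), NLRP2 of the inflammasome family (75.9 ± 17.9 CPM against 3 reads, ratio 3543, 95% interval 1212 to 17180) and the matrix gene THBS1 (71.7 ± 10.4 against 1.32 ± 0.0189 CPM), higher in responders. Among lower genes they belonged to GPX1, a glutathione peroxidase (0.592 ± 0.101 against 150 ± 46.2 CPM), GABRA2, a GABA receptor subunit (0.082 ± 0.0283 against 74.0 ± 38.1 CPM), and BST2 (1.32 ± 0.343 against 589 ± 303 CPM). The adjusted p of these 6 genes was 0.762. Beside the 0 genes called, 1179 had an unadjusted p under 0.05, DESeq2 called 1158 and limma with the line as a random effect 104.

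Of the lists, 4 were called between responders and non-responders, led by HOX genes as higher (16 members, median log2 fold change 8.09, or 8.02 with genes of 3 or fewer reads at their bound; camera adjusted p = 8.3e-10; 7 passing adjusted over the list alone). The highest HOX levels were mostly in CHLA266 alone, with HOXB9 at 422 CPM there and 0.741 CPM in CHLA06 and HOXB5 at 175 and 2.96 CPM, while HOXC8 was at 5.98 CPM in CHLA266 and 25.6 CPM in CHLA06; these genes were named after their values were seen. The other lists were neural progenitor and neuronal genes as higher (18, 1.84, adjusted p = 0.0139), sonic hedgehog and Notch signaling genes as higher (23, 0.59, adjusted p = 0.0159) and stress and hypoxia genes as lower (23, -1.33, adjusted p = 3.4e-05). No member passed over all genes. With an estimated correlation the adjusted p was 0.388 for HOX genes, 0.761 for stress genes and 0.973 for the other 2 lists. None of the 4 passed in fry (adjusted p = 0.485 to 0.999).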

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

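The distance of the highest or lowest line from its neighbour was tested by a rule fixed beforehand for 34 values, and 2 passed Dixon's 95% value for 7 lines; chance gives about 1 in 20. RB1, the retinoblastoma gene that CDK4 and CDK6 act on, had a mean log2(CPM + 1) of 8.02 in BT12 and 6.29 to 7.01 in the other 6 lines. MITF, a melanocyte regulator, had a mean log2(CPM + 1) of 7.07 in BT12 and 0.455 to 1.70 in the others.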

How the results depend on the processing

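The counts among lines, of line-specific genes and between CHLA06 and BT16 kept their size when single libraries were left out (19456 to 19701, 4547 to 4835 and 11817 to 13126). With the library letter as a block they were 19285, 4729 and 13164. Of 7 libraries each, 4 of A, 2 of B and 7 of C correlated best with their own letter. Between lines, 18 of 21 pairs of C libraries had an r over 0.1 (median 0.158). For A it was 8 of 21 pairs (median 0.0728) and for B 3 of 21 (median 0.0595). A shared deviation was thus clearest in C and weaker in A and B. With C as a batch term, chosen after seeing the data, the counts were 19323, 4823 and 13302. With A and B summed, chosen after seeing the data, they were 18799, 3677 and 10913. Without a minimum fold, line-specific genes numbered 7609, because the fold minimum removes genes by construction. The 23 list calls (6 for CHLA06 against BT16, 8 between subgroups, 5 between media and 4 for AMBRA1) fell to 0 with an estimated correlation. In libraries A and B alone they numbered 6, 6, 7 and 4, and with RLE scaling 6, 8, 6 and 4. The SHH comparison, with 10 genes, gave 954 in DESeq2, 308 with the line as a random effect, 0 with the medium as a covariate, 0 to 30 without single lines and 9 to 16 without single libraries. The medium comparison, with 0 genes, gave 1714 in DESeq2, 152 with the random effect and 0 to 2 without single lines. The 2 came without CHLA06, where the medium and subgroup splits are the same. The AMBRA1 comparison, with 0 genes, gave 1158 in DESeq2 and 104 with the random effect. The r of CDK6 with CCND2 ran from -0.603 to 0.31 without single lines, reversing without CHLA06. The causes of these shifts between tools and lines were not tested. Values of named genes kept their side of the threshold in 1831 cases and lost it in 28 between CHLA06 and BT16, in 190 and 26 between the subgroups; 205 kept it and 11 gained a call between the media, and 128 and 10 for AMBRA1. A total of 2.26e+07 to 2.7e+07 counts sets 3 counts at 0.111 to 0.133 CPM, below which absence cannot be told from low expression.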

Other observations

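The genes in the next paragraphs were chosen after their values were seen, and no test was made of them as a set. BT12 carried epithelial keratins (mean CPM ± SD, n = 3): KRT8 at 4845 ± 306 CPM, KRT18 at 4534 ± 190 CPM and KRT7 at 701 ± 36.5 CPM, where KRT18 and KRT7 were at most 46.8 and 0.505 CPM in any other line. It also had CDH5, the cadherin of endothelial junctions, at 550 ± 7.17 CPM, while PECAM1, another endothelial gene, was at 0.0152 CPM and KDR at 0 CPM. Pigment cell genes were mixed in BT12, where MITF was high: TYR was at 0 CPM, DCT at 0.0616 CPM and PMEL at 0.384 CPM, while OCA2 at 48.6 CPM and GPNMB at 16.3 CPM were highest in this line. TYRP1 was highest in CHLA06 at 113 ± 5.12 CPM. Interferon-induced genes were high in BT12, with MX1 at 1170 ± 32.3 CPM, IFI27 at 769 ± 43.4 CPM and IFI6 at 1620 ± 116 CPM, as were the ligand genes BMP5 at 320 ± 9.51 CPM and BMP6 at 528 ± 43.2 CPM.

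CHLA266 combined EPCAM, an epithelial adhesion gene, at 843 ± 95.0 CPM with POSTN, a matrix gene, at 1653 ± 112 CPM and CDH2, the neural cadherin, at 902 ± 76.0 CPM. It also had the posterior HOX genes HOXB9 at 422 ± 30.1 CPM and HOXB8 at 255 ± 19.8 CPM, which were under 1 CPM in every other line. CHLA06 had the collagen genes COL6A3 at 6757 ± 819 CPM, COL3A1 at 5373 ± 309 CPM and COL1A1 at 3083 ± 178 CPM. The class I gene HLA-C was lowest in BT16 at 2.31 ± 0.403 CPM; reads of such a polymorphic gene align unevenly to a reference. The astrocyte transporter SLC1A3 was at 1520 ± 49.1 CPM in CHLA02, 895 ± 53 CPM in CHLA05 and 507 ± 12.4 CPM in CHLA04, and at most 12.6 CPM in the TYR/MYC lines.

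The per-line tests of the SMARCB1 region and of residual reads were chosen after the levels were seen. In CHLA02, 4 of SMARCB1 and its 6 nearest expressed neighbours were under 10% of their median over the other lines: MMP11 4.35%, CHCHD10 5.58%, ZNF70 7.74% and SLC2A11 8.48%, beside SMARCB1 itself at 10.1%, whereas MIF was at 74.8% and CABIN1 at 119%. Among 12363 expressed autosomal genes there were 38 runs of 4 or more adjacent genes this low in some line, 2 of them in CHLA02, and the longest was the run of 8 genes from ZNF280B to MMP11 beside SMARCB1 in CHLA02; expression alone cannot separate lost DNA from silencing. In CHLA266 only 2 of the 7 were so low, SMARCB1 at 5.53% and MMP11 at 0.472%, and MMP11 was also at 8.64% in BT12, so a wider loss there stays open; the value set beforehand for both lines, the lowest neighbour in the line where it was higher, was 4.07% of its median over the other 5 lines. RNA of another line would bring all of its abundant transcripts, but the median level in CHLA02 of the 3 leading genes of another line was at most 0.144% of that in their own line, far below the shares above; these genes were ranked by their fold over all other lines, CHLA02 included, which favours low values but cannot remove admixed reads.

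Of the 35 ways to split 7 lines 3 against 4, 2 gave at least the 10 genes of the SHH split, itself included, the other being CHLA06, CHLA266 and BT12 against the rest with 11, so the number of genes alone does not set the subgroup apart. For these 10 genes serum-free CHLA06 lay near the serum-grown TYR/MYC lines (median log2 difference 0.28, or 3.41% of the subgroup difference of 8.34), with DLL1 at 0.473 CPM and PTN at 1.55 CPM, so serum-free medium alone did not raise them; calling genes between the subgroups favours such genes, and the value says nothing of others. With the medium as a covariate 0 genes passed. The estimated log2 fold changes were of similar size (PTN 9.81 ± 0.55 before and 9.08 ± 0.76 after, DLL1 8.14 ± 0.49 and 9.01 ± 0.79). The median standard error of the 10 genes rose from 0.56 to 1.14. As only CHLA06 separates medium from subgroup, this fit cannot decide between the 2. For the medium, with 0 genes, all 35 of 35 splits necessarily gave as many (highest other 11), which is uninformative. The corresponding numbers were 1 of 60 drawn groupings of libraries for genes among lines (highest other 383) and 1 of 25 for line-specific genes (highest other 42). Fewer of these groupings were drawn than planned. For CHLA06 against BT16 it was 1 of 10, too few for a share under 0.05. Libraries of a line correlated at an r of 0.98 or more. Groupings that mix lines therefore widen the spread within groups and give few genes by construction, so these numbers were largely fixed beforehand.

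The separation of library C from A and B was seen first and then weighed, and the tests of transcript length and of both trends together were chosen after it. Across genes, the difference of C from A and B had a median Spearman rho over lines of 0.109 with transcript length (-0.11 in CHLA04) and -0.205 with GC content (0.0166 in CHLA04). Smooth trends in both removed at most 17.8% of its variance in any line. Without mitochondrial and the 10 most abundant genes, the median over lines of the chi-square per gene of A against C was 10.2 times that of A against B, but in CHLA05 the values were 49.8 and 34.3, so C hardly stood apart there by this measure. These values argue against each of these as the whole cause, and no biological explanation was tested.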
